A study of Rattus norvegicus with 28 samples. Its data were reported in "Transcriptome and metabolome analysis of liver and kidneys of rats chronically fed NK603 Roundup-tolerant genetically modified maize" (2017).

How the data were processed

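Kidney RNA of 28 female Sprague-Dawley rats was hybridised to whole-transcript Affymetrix rat gene arrays, with 1 array per animal. The rats ate chow in which maize made up 33% of the diet, and they were killed at the end of a long feeding trial or earlier for welfare reasons. The maize was NK603, a genetically modified line that tolerates the glyphosate herbicide Roundup, grown without the herbicide (group NK603, 9 animals) or sprayed with it in the field (group NK603+R, 9 animals). The control group of 10 animals ate the nearest isogenic maize without the modification. Groups, replicate numbers and the age at death of each animal were taken from the sample labels.

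The authors deposited log2 values made with the gene-level RMA sketch algorithm of Affymetrix Expression Console. RMA corrects the background, quantile-normalizes the arrays and summarises the probes of each transcript cluster by median polish. Per the paper's methods the arrays were normalized together, so a shift of the whole transcriptome between groups could not be seen in these values. The software version, the scan dates and batches, the genome build of the array and whether the liver arrays of the study were in the same run are not given in the sources used here. All values came from the deposited table, with the submitters' processing notes naming the same software. Values ran from 1.30 to 14.0, and array medians from 5.43 to 5.63. An array has no read depth, and the number of arrays limits the precision.

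Clusters were named through a table of the platform's clusters and genes. A single gene symbol was listed for 18511 clusters, which stood for 18166 different genes, and several symbols for 575 clusters. The other 17599 clusters were unnamed here and stayed in the tests without a name, and no gene was named from a cluster with several symbols. The symbols were looked up in RefSeq's gene table for assembly GRCr8, which held 18394 of the one-symbol clusters. Coordinates were not used.

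All further steps were computed for this report with R 4.3.3 and limma 3.58.1. Before the data were examined, the comparisons, tests, covariates, gene lists, naming rule and most alternatives were fixed. Each pair of groups was fitted separately with lmFit and eBayes, without covariates, following the study's separate comparisons. The mean of both NK603 diets was tested against control in a fit of all 28 arrays. Age at death was tested in all 28 arrays as a slope per 100 days with the group as a covariate. A cluster was called at a Benjamini-Hochberg adjusted p under 0.05 over all clusters. A second count used the looser selection that the study's methods name, an unadjusted p under 0.01 with a fold change over 1.1. The same values and animals were also run through a plain equal-variance t-test, an unmoderated test of each cluster. The study's methods name no test for the arrays, and its results name a Student's t-test. All tests were two-sided.

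Age at death and the share of variance between groups were tested by permutation with 1e+05 relabellings. The 40 gene lists comprised 23 pathway lists and 17 cell type lists, with 784 entries, of which 684 were matched to a cluster. For each gene the cluster with the highest mean was used. Lists were tested with camera, using the correlation between genes estimated from the data, and adjusted over the lists of a comparison. The preset correlation of 0.01 was an alternative. In NK603 against control the estimate was 0.36 for immediate early genes, 0.58 for fibrosis genes and 0.051 for xenobiotic metabolism. Where the estimate lies far above the preset, the adjusted p with the preset is too small. Members were counted after adjustment over all clusters and adjusted over the list alone.

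Named genes were chosen by rule. For the pairwise comparisons and age these were the called one-symbol clusters, plus the 12 largest differences in each direction among clusters at the looser selection with a mean log2 value of at least 5, without provisional symbols and some receptor and small RNA families. Up to 4 members with the smallest p were named for each list described. Genes named outside the rule are said to be so.

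Overlap between the NK603 and NK603+R comparisons was set beside 100 simulations of unchanged groups and beside 50 random splits of the controls. In each simulation the arrays, with their group means removed, were shuffled over all 3 groups, so the shared control group was drawn anew as well. Each comparison was also set beside other groupings of its arrays, 100 with the real one included. The tests were tried on simulated data with 50 changed clusters per size, all sizes together. The simulated noise was independent between clusters and equal on all arrays. In the real data genes move together and some arrays stand apart, so the counts below are not detection rates for these arrays. For NK603 against control, 16 of 50 clusters changed by 0.5 log2 units were recovered, 43 of 50 changed by 1, 48 of 50 changed by 1.5 and 50 of 50 changed by 2. For NK603+R against control the counts were 28, 46, 50 and 49, and for NK603+R against NK603 they were 9, 41, 46 and 50. With both diets against control they were 28, 46, 50 and 50. Age slopes of 0.125, 0.25, 0.375 and 0.5 per 100 days were recovered for 1, 22, 35 and 44 of 50 clusters. Between 5 and 11 unchanged clusters were called in each simulated comparison.

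The alternatives were 1 fit of all groups, a filter on dim clusters, one-symbol clusters alone, renewed quantile normalization, median centring, age as a covariate, animals of at least 700 days alone, array weights, a trended and robust eBayes, the replicate number as a block, age split at 700 days, and age without the group covariate. Leaving out arrays that stood apart, an array with liver transcripts or the animals that died youngest was added after the data were seen, as was the plain t-test without NK603 replicates 2 and 3.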

Results

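The kidney transcriptome was compared between female rats fed isogenic control maize (control, n = 10), unsprayed NK603 maize (NK603, n = 9) and Roundup-sprayed NK603 maize (NK603+R, n = 9). Each animal gave 1 array of log2 values, and differences below are log2 differences unless a fold is named. The design asks whether the modified maize, with or without the herbicide spray during cultivation, altered the kidney. No cluster was called between any pair of groups, and genes named for those comparisons are therefore the largest differences, not changes that passed the test. Where a gene is given as higher or lower without such a call, its difference did not hold up against the spread between animals after adjustment.

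With all arrays, the separation of whole-transcriptome profiles by diet did not pass the test. The first 3 principal components held 24.4%, 8.81% and 6.68% of the variance. The groups overlapped on the first, with mean scores of -8.35 ± 8.03 (SD, n = 10) in control, 16.4 ± 64.1 (SD, n = 9) in NK603 and -7.14 ± 15.8 (SD, n = 9) in NK603+R. Between-group differences made up 8.17% of the variance against a median of 7.26% after relabelling the animals (permutation p = 0.175). For single pairs the share was 6.59% for NK603 against control (permutation p = 0.171), 6.09% for NK603+R against control (permutation p = 0.147) and 6.07% for NK603+R against NK603 (permutation p = 0.35). With age at death regressed out the share over the 3 groups was 9.22% (permutation p = 0.0472). A few arrays of the diet groups stood apart. Their median correlation with the other arrays was 0.881 for NK603 replicate 3, 0.938 for NK603 replicate 2 and 0.957 for NK603+R replicate 1, against 0.969 to 0.981 for the other 25 arrays. Without these 3 arrays the share was 9.3% over the groups (permutation p = 0.0608), 7.39% for NK603 against control (permutation p = 0.0599) and 6.81% for NK603+R against control (permuted median 5.82%, permutation p = 0.0439, not adjusted).

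**Figure D1:**
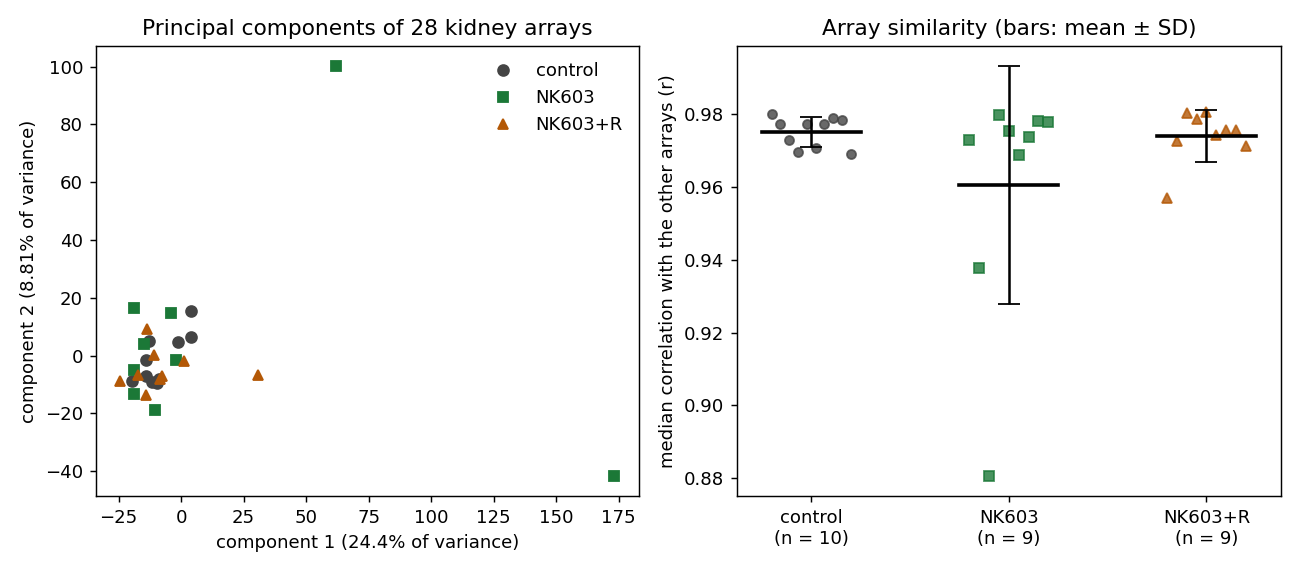
Left, scores of the 28 arrays on principal component 1 (24.4% of the variance) and component 2 (8.81%), with a symbol per group. Right, the median Pearson correlation of each array with the other arrays, with group mean and SD, in which NK603 replicates 3 and 2 lie lowest at 0.881 and 0.938.

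The control array of replicate 10 held transcripts typical of liver. All 16 measured genes of a liver list lay above the other 27 arrays, by a median of 4.19 over the other 9 controls. This list was chosen after the files were seen, to follow up Cps1. Albumin (Alb), the main plasma protein made by hepatocytes, stood at 13.5 in this array, against a median of 6.29 in the other controls and at most 11.1 elsewhere. Apolipoprotein H (Apoh) stood at 9.75, against at most 5.79 in any other array. The same array was the highest control for haemoglobin genes such as Hbb-b1 (11.4, next control 9.59) and for the adipocyte list (7.62, next control 6.57).

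Animals fed NK603 died at 618 ± 148 days (SD, n = 9), those fed NK603+R at 685 ± 69.7 days (SD, n = 9) and controls at 701 ± 62.4 days (SD, n = 10). The difference from control was -82.6 days for NK603 (permutation p = 0.131, Benjamini-Hochberg adjusted p = 0.368 over 3 comparisons) and -15.9 days for NK603+R (permutation p = 0.602, adjusted p = 0.602). NK603+R animals died 66.7 days later than NK603 animals (permutation p = 0.246, adjusted p = 0.368). Ages of at least 700 days were reached by 8 of 10 control, 5 of 9 NK603 and 6 of 9 NK603+R animals.

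In NK603 animals the largest difference from control was in Cps1, the mitochondrial enzyme that makes carbamoyl phosphate for the urea cycle. Its mean was 6.08 ± 0.53 (SD, n = 9) against 7.67 ± 0.90 (SD, n = 10) in control, a difference of -1.59 (SE 0.32, 3.01-fold lower, limma adjusted p = 0.431), and it lay below the control mean in 9 of 9 animals. Abcb1b, a drug efflux pump, differed by -0.83 (SE 0.26), the stress-induced transcription factor Atf3 by -0.64 (SE 0.21) and Cntf, ciliary neurotrophic factor, by -0.52 (SE 0.13). These 3 genes were below the control mean in 9 of 9 animals, with a limma adjusted p of 0.792 for each. Or7h8 (-0.75), Krt83 (-0.63), Lonrf3 (-0.62), Elobl7 (-0.54), Ranbp3l (-0.53), Slc5a5 (-0.53) and Susd4 (-0.52) completed the lower side together with Cry1. Clock genes stood on both sides: the repressor Nr1d1 was 8.86 ± 0.83 (SD, n = 9) against 8.01 ± 0.19 (SD, n = 10), a difference of 0.85 (SE 0.25), and the repressor Cry1 was 6.20 ± 0.54 (SD, n = 9) against 6.84 ± 0.21 (SD, n = 10), a difference of -0.64 (SE 0.18). Adjusted over the list alone, both were called (adjusted p = 0.0279), while Bmal1 (-0.52) and Dbp (0.50) were not (adjusted p = 0.404). The list of 17 clock genes as a whole had 8 members higher and 9 lower (adjusted p = 0.923). That list test asks for a common direction, so it could not detect members shifted in opposite directions. Higher in NK603 were Sectm1b (0.59), Plppr1 (0.54), Guca2a, which encodes guanylin (0.52), Ccdc106 (0.46), Tmem177 (0.46), Art4 (0.43), the costimulatory receptor Cd86 (0.39), Gprin3 (0.39), Fhit (0.39), Sorcs2 (0.38) and Dclk1 (0.37), in 7 to 9 of 9 animals.

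Gene groups in NK603 animals leaned in a common direction in some cases without passing the test. Of 19 immediate early genes, which respond within minutes to stimuli, 18 were lower and 1 higher, with a mean difference of -0.26. Among them Fos differed by -0.59 (SE 0.26), Egr1 by -0.48 (SE 0.20), Fosb by -0.36 (SE 0.15) and Egr2 by -0.35 (SE 0.13). The list was called with the preset correlation (adjusted p = 4.61e-06) but not with an estimated correlation (adjusted p = 0.923). All 10 urothelial genes were lower, for example Krt15 (-0.56), Upk1a (-0.47), Krt19 (-0.46) and Tp63 (-0.23), with adjusted p = 0.00203 with the preset and adjusted p = 0.923 with an estimated correlation. All 12 adipocyte genes were lower as well, for example Fabp4 (-0.58) and Retn (-0.49), with adjusted p = 0.00676 with the preset and adjusted p = 0.923 with an estimated correlation, and without control replicate 10, the highest control for this list, 9 of 12 were lower and the mean was -0.10 in place of -0.25 (preset adjusted p = 0.131). Distal tubule genes were lower for 9 of 10 members (mean -0.13, and -0.22 without control replicate 10, preset adjusted p = 0.0308, adjusted p = 0.923 with an estimated correlation). None of these members was called over all genes or adjusted over the list alone.

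Over all clusters limma called 0 in NK603 against control (smallest adjusted p = 0.13), with 2276 at an unadjusted p below 0.05, where chance gives 1834. The unmoderated test of each cluster also gave 0 after adjustment and 2253 at the same unadjusted limit. At the looser selection 421 clusters stood out, 178 higher and 243 lower, or 42.3% higher, and 58.7% higher after median centring. The count was 983 with age as a covariate (2 called), 1042 in animals of at least 700 days (1 called), 725 with array weights and 744 without the 3 arrays that stood apart. No array moved the looser count over 1.5 times, but 2 clusters were called without control replicate 1 and 1 without NK603 replicate 7.

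In NK603+R animals Cps1 again differed most, with a mean of 6.15 ± 0.50 (SD, n = 9) against 7.67 ± 0.90 (SD, n = 10), a difference of -1.53 (SE 0.31, 2.88-fold lower, limma adjusted p = 0.394). Abcb1b differed by -0.99 (SE 0.24, adjusted p = 0.519), the transcription factor Mybl1 by -0.64 (SE 0.16, adjusted p = 0.519) and Cntf by -0.61 (SE 0.12, adjusted p = 0.319). The prolactin receptor Prlr differed by -0.56 (SE 0.17, adjusted p = 0.693) and the galanin receptor Galr1 by -0.45 (SE 0.11, adjusted p = 0.519). Each of these 6 genes lay below the control mean in 9 of 9 animals. The fibrinogen chain Fgb differed by -0.91 (SE 0.31, adjusted p = 0.693), and by -0.67 without control replicate 10. Or51q1d (-0.54), Tmem258l1 (-0.49), Lrrc3 (-0.46), neuregulin Nrg1 (-0.44) and Ltbp2 (-0.43) were the other large negative differences. On the higher side stood Chn3 (0.54), Pkd2l2 (0.48), the transporter Slc22a13 (0.45), Spata31f1 (0.44), Cntnap4 (0.44), Hoxa11-as (0.41), Pla2g4c (0.39), the vitamin transporter Slc5a6 (0.38), Or4z4 (0.38), Tnxa-ps1 (0.37), Acp1 (0.36) and Apc2 (0.35), in 7 to 9 of 9 animals, with adjusted p between 0.576 (Hoxa11-as, Apc2) and 0.699 (Pla2g4c).

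Among the gene groups of NK603+R animals, all 19 immediate early genes were lower (mean -0.25, preset adjusted p = 6.72e-09, adjusted p = 0.447 with an estimated correlation). Of 19 genes of the p53 response, 13 were lower, with a mean of -0.11. Examples were Pmaip1 (-0.39, SE 0.14), Eda2r (-0.31, SE 0.12), the cyclin-dependent kinase inhibitor Cdkn1a (-0.27, SE 0.09) and Ccng1 (-0.20, SE 0.08), none called over all genes or adjusted over the list alone. Its adjusted p was 0.0112 with the preset, and adjusted p = 0.339 with an estimated correlation. In the xenobiotic metabolism list 16 of 24 genes were lower (preset adjusted p = 0.0413, adjusted p = 0.724 with an estimated correlation), and 1 of them, Abcb1b, was called adjusted over the list alone (adjusted p = 0.0154). Among 10 adrenal cortex genes Cyp11b3 (-0.42, SE 0.13) was called adjusted over the list alone (adjusted p = 0.0439), and the list was not (adjusted p = 0.724). Other lists were called with the preset correlation alone. Fibrosis genes were lower for 22 of 25 members (preset adjusted p = 0.0112), kidney injury markers for 15 of 25 (0.0267), cell cycle genes for 19 of 25 (0.0184), T and NK cell genes for 15 of 16 (0.0112) and endothelial genes for 9 of 9 (0.0267). Interferon response genes were higher for 20 of 21 members (preset adjusted p = 0.0267), proximal tubule genes for 15 of 21 (0.0406) and genes of dipeptide and branched-chain amino acid metabolism for 18 of 23 (0.0267). For each of these 8 lists the adjusted p was 0.724 with an estimated correlation. Without control replicate 10 the preset calls of the interferon, cell cycle, p53 and immediate early lists stayed and those of the other lists named here were lost (proximal tubule mean 0.000487 in place of 0.07, kidney injury mean -0.12 in place of -0.19). The xenobiotic list lost its call with hardly any change of its mean (-0.111 in place of -0.108, preset adjusted p = 0.0588).

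For NK603+R against control limma called 0 clusters (smallest adjusted p = 0.319), with 2299 at an unadjusted p below 0.05, and the unmoderated test gave 0 and 2337. The looser selection held 513 clusters, 207 higher and 306 lower, or 40.4% higher, and 51.8% higher after median centring. The count was 233 when all 3 groups shared a fit. Leaving out single arrays gave 0 calls throughout and moved no count over 1.5 times.

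With both NK603 diets set against control, Cps1 fell, the only call over all clusters. Its difference was -1.56 (SE 0.25, 2.95-fold lower, limma adjusted p = 0.0444), and 18 of 18 animals lay below the control mean of 7.67 ± 0.90 (SD, n = 10). Control values ran from 6.63 to 9.58 and those of the NK603 diets from 5.14 to 6.87. Thus 8 of 10 controls lay above all animals of the NK603 diets, and 15 of 18 animals of these diets lay below all controls. The 9.58 belonged to control replicate 10, and without that array the difference was -1.35 (SE 0.22, adjusted p = 0.0416). With age at death as a covariate it was -1.41 (SE 0.24, adjusted p = 0.0983), in animals of at least 700 days -1.66 (adjusted p = 0.295) and without the 3 arrays that stood apart -1.59 (adjusted p = 0.115). Over 11 alternatives the adjusted p ran from 0.0142 to 0.537, and 6 of them kept the call. It also held in 11 of 28 fits that each left out 1 array, with an adjusted p between 0.0156 and 0.181. It was lost without any one of control replicates 5, 6, 7 and 9, NK603 replicates 1 to 6 and NK603+R replicates 2, 3 and 5 to 9.

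**Figure D2:**
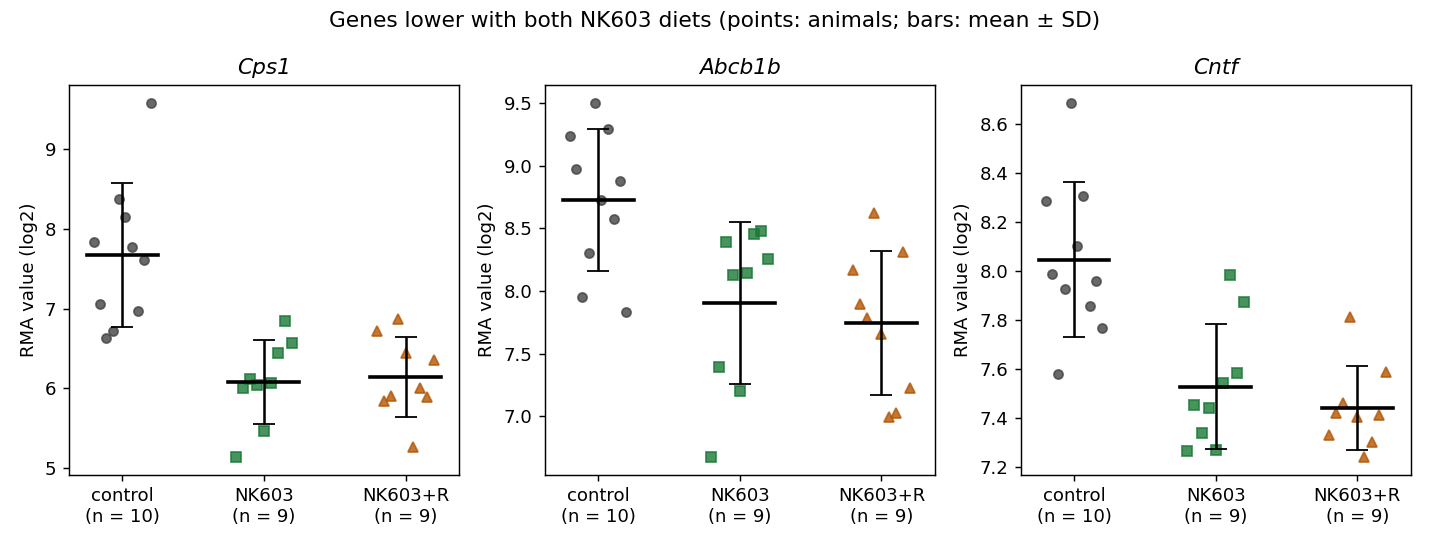
RMA values (log2) of Cps1, Abcb1b and Cntf in each animal by diet, with points for animals and bars for mean and SD (control n = 10, NK603 n = 9, NK603+R n = 9). Animals of both NK603 diets lie between 5.14 and 6.87 for Cps1 and controls between 6.63 and 9.58, and only Cps1 was called over all clusters.

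Immediate early genes were lower for 19 of 19 members with both diets (mean -0.25), for example Fos (-0.55, SE 0.22), Egr2 (-0.34, SE 0.12), Fosb (-0.33, SE 0.13) and Egr3 (-0.29, SE 0.11). Their adjusted p was 1.27e-10 with the preset, and adjusted p = 0.356 with an estimated correlation, and no member was called over all genes or adjusted over the list alone. In the p53 list 13 of 19 genes were lower and Ccng1 (-0.23, SE 0.06) was called adjusted over the list alone (adjusted p = 0.0211), while the list had adjusted p = 0.0154 with the preset and adjusted p = 0.79 with an estimated correlation. Adjusted over the list alone, Abcb1b was called among xenobiotic genes (adjusted p = 0.00902), Cry1 (-0.50, SE 0.14) among clock genes (adjusted p = 0.0293) and the sulfiredoxin Srxn1 (-0.21, SE 0.06) among Nrf2 targets (adjusted p = 0.0362), with those lists not called (adjusted p = 0.79, 0.953 and 0.953). Adipocyte genes were lower for 12 of 12 members (preset adjusted p = 0.0248), distal tubule genes for 9 of 10 (0.0444), and proximal tubule genes were higher for 19 of 21 (0.0444), each with adjusted p = 0.953 with an estimated correlation. Without control replicate 10 the adipocyte mean was -0.04 in place of -0.18 with 7 of 12 lower (preset adjusted p = 0.683), the proximal tubule mean 0.01 in place of 0.08 (preset adjusted p = 0.687) and the distal tubule mean -0.22 in place of -0.13. Lists that touch metabolites measured in the study were not called. Of the polyamine genes 5 of 13 were higher, of the dipeptide and branched-chain amino acid genes 13 of 23 and of the nicotinate and tryptophan genes 9 of 17 (adjusted p = 0.953 for the former pair and 0.989 for the latter). The mean and median differed in sign for polyamine genes (0.0016 and -0.0323) and for nicotinate and tryptophan genes (-0.0117 and 0.00247). Clusters at the looser selection numbered 366, of which 160 were higher and 206 lower, or 43.7% higher, and 59.9% higher after median centring. The count was 558 without NK603 replicate 3, 883 without the 3 arrays that stood apart and 921 with array weights, and limma gave 1869 clusters at an unadjusted p below 0.05.

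**Figure D3:**
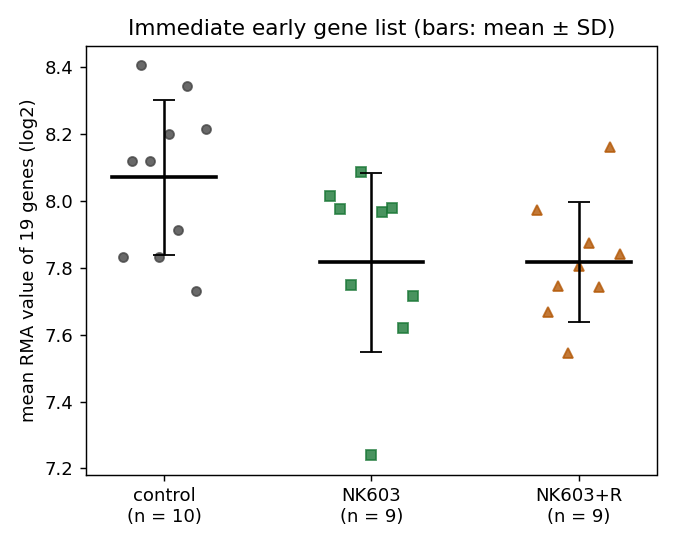
Mean RMA value (log2) of the 19 immediate early genes in each animal by diet, with bars for mean and SD (control n = 10, NK603 n = 9, NK603+R n = 9). The groups overlap, and the list was not called with an estimated correlation (adjusted p = 0.356).

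NK603+R and NK603 animals, which differ in the spraying of the maize, were compared directly. Interferon-related genes stood on the higher side in NK603+R. Oas2, an antiviral enzyme, was 6.50 ± 0.84 (SD, n = 9) against 5.65 ± 0.47 (SD, n = 9), a difference of 0.85 (SE 0.30), and Herc6 differed by 0.48 (SE 0.13). In the interferon list 19 of 21 genes were higher, for example Irf7 (0.68, SE 0.33), Usp18 (0.66, SE 0.28), Isg15 (0.57, SE 0.26) and Ifih1 (0.31, SE 0.18), with a preset adjusted p = 0.000143 and adjusted p = 0.754 with an estimated correlation. T and NK cell and macrophage genes stood on the lower side, while of 9 B and plasma cell genes 4 were higher (preset adjusted p = 0.201) and of 12 neutrophil genes 3 (preset adjusted p = 0.506). All 16 T and NK cell genes were lower, for example Cd3d (-0.60, SE 0.15) and Cd2 (-0.45, SE 0.19), and Cd3d was called adjusted over the list alone (adjusted p = 0.0153), while the list had a preset adjusted p = 0.000424 and adjusted p = 0.754 with an estimated correlation. All 16 macrophage genes were lower (preset adjusted p = 0.0031), as were 21 of 25 fibrosis genes such as Loxl1 (-0.52) and Lox (-0.46) (0.000192), 20 of 25 kidney injury markers (0.0176) and 6 of 7 erythroid genes (0.0245). Higher were 10 of 10 urothelial genes, for example Upk1a (0.48) and Krt19 (0.47) (preset adjusted p = 0.000564), and 8 of 10 loop of Henle genes (0.0276). Each of these 6 lists had adjusted p = 0.754 with an estimated correlation. The erythroid list mean was highest in NK603 replicates 4, 5 and 1 (7.21, 7.08 and 6.15), which died at 393, 465 and 421 days. The other NK603 arrays ran from 4.98 to 5.82, within the NK603+R range of 4.91 to 6.29.

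Single genes with large differences were Ly6al1 (-1.27, SE 0.32), the inhibitory receptor Lair1 (-0.56), Grap2 (-0.50), Chi3l1 (-0.49), Cd86 (-0.49), Plppr1 (-0.48), Clmp (-0.47), the lysosomal cystine transporter Ctns (-0.42), Tnfaip8l2 (-0.41), the complement inhibitor Serping1 (-0.39), Dnajc17 (-0.38) and Cinp (-0.38). On the higher side were Or7h8 (0.68), Elobl7 (0.56), RT1-CE3 (0.55), Slc5a5 (0.54), Samt2l3 (0.51), B3gnt3 (0.51), Mycbpap (0.49), Fcna (0.46), Ggnbp1 (0.44) and Gnb3 (0.38). Every gene named in this paragraph, as well as Oas2 and Herc6, had a limma adjusted p of 0.944 over all clusters. On its side of the NK603 mean lay 8 or 9 of 9 NK603+R animals, and 7 for Oas2. Over all clusters limma called 0 (smallest adjusted p = 0.0745), with 1508 at an unadjusted p below 0.05, and the unmoderated test gave 0 and 1476. The looser selection held 207 clusters, 99 higher and 108 lower, and 613 with age as a covariate, 651 in animals of at least 700 days and 374 when all 3 groups shared a fit. A single cluster was called without NK603+R replicate 6, without NK603+R replicate 9, with array weights and among clusters with a mean of at least 5.

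The NK603 and NK603+R comparisons shared 18 clusters higher in both and 42 lower in both at the looser selection, with 0 in opposite directions. Lower in both were Cps1, Abcb1b (-0.83 and -0.99), Cntf (-0.52 and -0.61), Mybl1 (-0.51 and -0.64), Cry1 (-0.64 and -0.37), Or51q1d (-0.42 and -0.54), the semaphorin Sema3d (-0.46 and -0.29) and Cdr2 (-0.42 and -0.32). Higher in both were Acp1 (0.35 and 0.36), Tekt1 (0.37 and 0.28), Smim1 (0.29 and 0.22) and Nprl2 (0.22 and 0.18). The mean of Tekt1, 4.74, lay below the floor of 5 used for bright clusters. Also higher in both, with still lower means, were Sult1c2al1 (mean 3.72), Oog3 (3.11), Taar6 (3.94) and Or4a71 (2.7). Of the genes above, Sema3d, Cdr2, Tekt1, Smim1, Nprl2, Sult1c2al1, Oog3, Taar6 and Or4a71 were chosen after their values were seen. Both comparisons use the same controls. Simulated unchanged groups that also shared a control group had a median of 9 clusters in common in each direction (0 to 62.7 higher and 1 to 60 lower). That control group was drawn from the shuffled arrays of all groups, so arrays that stood apart could fall into it and widen these ranges. As many were shared in 20 of 100 simulations for the higher and 6 of 100 for the lower clusters. Independent lists of these sizes would share 1 higher and 2.03 lower. With the controls split between the comparisons the medians were 2 and 4. Each comparison then had fewer controls and less power, so this drop cannot be put down to the shared controls alone. Across clusters, which are not independent replicates, the differences correlated with r = 0.416 (simulated median 0.469), and their covariance was 0.0145 (simulated median 0.0151, split controls 0.00375).

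Age at death was the only variable with calls beyond a single gene. The slopes compare animals that died at different ages, and no animal was followed over time. Some animals were killed early for welfare reasons, so age at death can move with illness. Below, fell and rose mean lower and higher values in animals that died older. Genes of red blood cell precursors were lower in animals that died older. Ahsp, the chaperone of alpha globin, fell by 0.83 per 100 days (SE 0.12, limma adjusted p = 0.00383) and Hemgn by 0.63 (SE 0.10, adjusted p = 0.0047). The mean of Ahsp, 4.18, lay below the floor of 5 used for bright clusters, and its highest values were 7.45 and 7.44 in NK603 replicates 4 and 5. All 7 erythroid genes had negative slopes, with a mean of -0.43, including Hbb-b1 (-0.62, SE 0.13) and Hba-a1 (-0.48, SE 0.11). Of them 2 were called over all genes and 5 adjusted over the list alone, and in the fits of all arrays this was the only list of any comparison called with an estimated correlation (adjusted p = 0.0235). The call was lost against expressed clusters alone (adjusted p = 0.0592), and without the 3 arrays that stood apart the p53 list was called as well (adjusted p = 0.0352). The mean slope was -0.19 (SE 0.23) within control, -0.47 (SE 0.10) within NK603 and -0.42 (SE 0.14) within NK603+R. The lipoxygenase Alox15 fell by 1.21 (SE 0.18, adjusted p = 0.00383), while Depp1 fell by 0.53, the cell cycle phosphatase Cdc25b by 0.51 and Tmcc2 by 0.28 (adjusted p = 0.0458 each). Pla2g7, a phospholipase that degrades platelet-activating factor, rose by 0.37 (SE 0.06, adjusted p = 0.00383), and the carboxypeptidase Cpz rose by 0.20 (adjusted p = 0.0458). In all, limma called 14 clusters, 4 rising and 10 falling, of which 8 were named.

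Markers of tubular injury had positive slopes in 24 of 25 cases (mean 0.21). Havcr1, the injury molecule KIM-1 of the proximal tubule, had a slope of 0.73 per 100 days (SE 0.17), Lcn2 of 0.51 (SE 0.11), Clu of 0.23 (SE 0.06) and Spp1 of 0.22 (SE 0.05). None was called over all genes and 11 were called adjusted over the list alone, while the list had a preset adjusted p = 2.71e-12 and adjusted p = 0.143 with an estimated correlation. Among fibrosis genes 23 of 25 had positive slopes and 12 were called adjusted over the list alone, for example Col1a1 (0.27, SE 0.07) and Loxl1 (0.25, SE 0.08), with a preset adjusted p = 5.75e-11 and adjusted p = 0.238 with an estimated correlation. All 16 macrophage genes had positive slopes (preset adjusted p = 7.72e-06, adjusted p = 0.257 with an estimated correlation), as had 21 of 25 cell cycle genes (preset adjusted p = 0.000191, adjusted p = 0.224 with an estimated correlation). Loop of Henle genes had negative slopes for 9 of 10 members, of which 5 were called adjusted over the list alone, for example the potassium channel Kcnj1 (-0.13, SE 0.04) and Tmem207 (-0.20, SE 0.05), with a preset adjusted p = 1.3e-05 and adjusted p = 0.224 with an estimated correlation. Oxidative phosphorylation genes had negative slopes for 24 of 25 members (preset adjusted p = 7.72e-06, adjusted p = 0.243 with an estimated correlation). Other single genes with large slopes were Jchain (0.51), Fgb (0.49), Gpnmb (0.44), Gabrp (0.41), Timp1 (0.39), Angptl4 (0.39), Adamts1 (0.36), Timd2 (0.36) and Ccl21 (0.36), and on the other side Hba-a3 (-0.56), Lgals5 (-0.55), the cytochromes Cyp2b2 (-0.54) and Cyp1a1 (-0.53), Rhd (-0.40) and Tent5c (-0.35), none called over all genes.

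The age calls, though not all slopes, depended on NK603 animals that died at 393, 421 and 465 days. Without these 3 animals the slope was 0.38 for Pla2g7, -0.80 for Depp1, -0.27 for Tmcc2, -0.56 for Hemgn, -0.54 for Alox15, -0.38 for Ahsp, -0.29 for Cdc25b and 0.14 for Cpz. In that fit 0 clusters were called by limma and the erythroid list had adjusted p = 0.504 with a mean slope of -0.30 (SE 0.12), while without the youngest pair 2 clusters were called and the list had adjusted p = 0.0431. Calls numbered 29 without control replicate 10, 16 without control replicate 3, 10 without NK603+R replicate 8 and 0 without NK603 replicate 4. Each of the other 24 arrays, left out alone, gave between 5 and 9 calls. Alox15, Ahsp, Hemgn and Pla2g7 were called in 27 of 28 such fits, all but the fit without NK603 replicate 4. The looser selection held 725 clusters (456 rising, 62.9%), or 52.1% rising after median centring and 50.8% after renewed quantile normalization, and 475 without NK603 replicate 5.

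**Figure D4:**
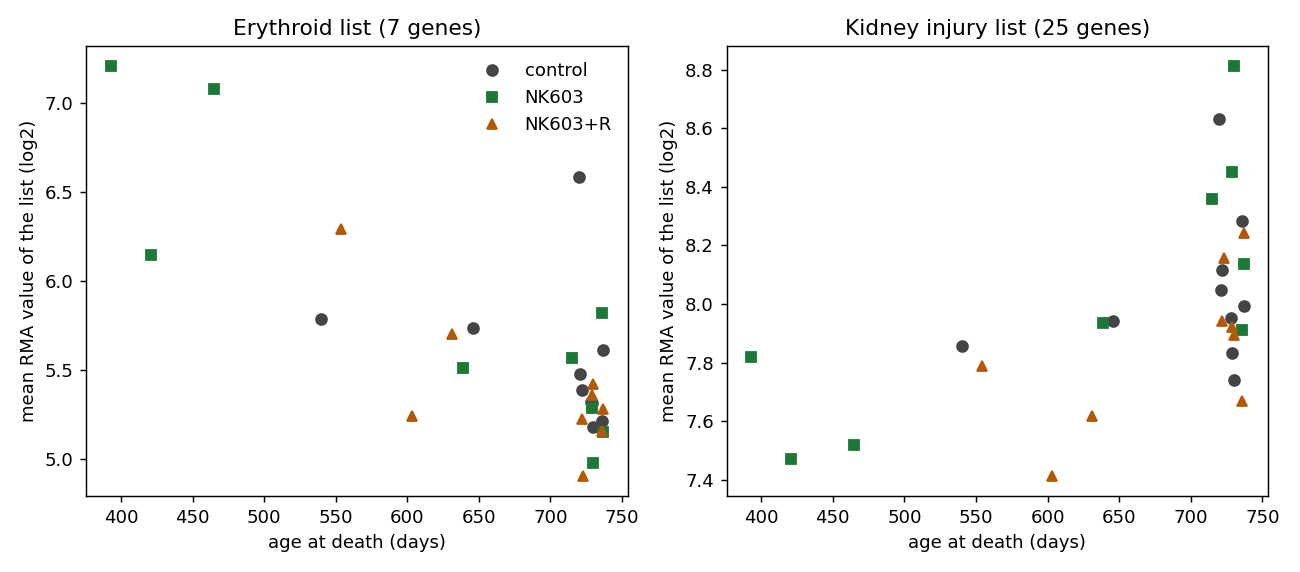
Mean RMA value (log2) of the 7 erythroid genes (left) and the 25 kidney injury markers (right) against age at death in days, with a point per animal and a symbol per diet. Erythroid values are highest in NK603 animals that died at 393 and 465 days, and the highest injury value, 8.81, is that of an NK603 animal that died at 730 days.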

Values the study reported

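The study gave ages at death of 701 ± 62 days for control, 618 ± 148 days for NK603 and 677 ± 83 days for NK603+R females. For kidneys it reported 2337 transcripts for NK603+R and 3176 for NK603 at p of 0.05, and 543 and 838 at p of 0.01, with q values of 0.67 and 0.43 at the latter limit. Simulated random samples gave 1835 and 380.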

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

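The values below were marked by a fixed rule, a sample with a wide gap to the nearest of its group, and the tests on control replicate 10, on the other controls, on white blood cells, on left-out arrays and on NK603 replicates 2 and 3 were chosen only after the result was seen. The rule was applied to 312 groups of values and marked 30, or 9.62%, where chance marks about 1 in 20 groups, and 10 of the 30 lay in control replicate 10. Whole arrays marked were NK603 replicate 3 with a median correlation with the other arrays of 0.881, and NK603+R replicate 1 with 0.957 and a spread of log2 values of 2.03. Control replicate 3 died at 540 days, the lowest control age. Single genes lay far below their group in Krt83 (3.52) and Tnxa-ps1 (6.08) of NK603 replicate 2, Lrrc3 (4.07) of NK603 replicate 3, Hoxa11-as (5.19) of control replicate 6, RT1-CE3 (4.1) of control replicate 4 and Cinp (5.11) of NK603+R replicate 1. Others lay far above it in Chn3 (6.61) of NK603+R replicate 9, Oas2 (7.44) of control replicate 3, Clmp (7.88) and Cyp2b2 (8.29) of NK603+R replicate 7. NK603+R replicate 6 was far above its group in Hbb-b1 (10.1), Lgals5 (8.29) and Hba-a1 (5.97). Control replicate 10 was far above its group in Cdc25b (8.64), Hbb-b1 (11.4), Hba-a3 (10.8), Lgals5 (8.4), Hba-a1 (7.51) and Rhd (6.1), and in the mean of the erythroid (6.59), circadian clock (8.02), adipocyte (7.62) and liver (9.19) lists. List means were also far above their group for urothelium in NK603 replicate 8 (6.81), adipocytes in NK603+R replicate 9 (7.18) and liver in NK603+R replicate 5 (5.75).

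Cps1 lower with both NK603 diets could reflect liver RNA in control slices, since Cps1 is abundant in liver. The liver list differed by a median of -0.317 in the diets, which could not tell, and the intestine list differed by 0.0525, against intestinal RNA. Liver RNA fits control replicate 10, where the list lay 4.19 above the other controls, but not the other 9, where the median without that array was 0.0982 while Cps1 stayed at -1.35. Age at death does not account for it, as the difference was -1.41 with age as a covariate. Of 100 splits of the 28 arrays into 10 and 18, the real one included, 5 had an adjusted p as low as 0.0444, the lowest of the others 0.0165. This lies at the limit set beforehand, so chance cannot be excluded beside an effect of the maize or of another difference between the groups. The paper reports mammary tumours in more rats of each NK603 group than of the control group. Tumours are not among the sample labels, so their part in the Cps1 difference could not be tested.

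Erythroid genes higher in animals that died young might come from more blood left in those kidneys, and the white blood cell lists did not follow, with mean slopes of 0.0866 (B and plasma cells, the highest), 0.0862 (T and NK cells) and -0.00686 (neutrophils, SE 0.038). Within groups the neutrophil slope was -0.00869 (SE 0.058) in control, 0.0261 (SE 0.055) in NK603 and -0.154 (SE 0.11) in NK603+R. These slopes cannot decide on residual blood. The neutrophil list had a mean of 4.58 in control, 4.73 in NK603 and 4.65 in NK603+R, below the floor of 5 used for bright clusters. Within control the erythroid slope was itself only -0.189 (SE 0.23). Resident immune cells could also hide a trend, as the macrophage slope was 0.134. The erythroid slope of -0.426 was -0.45 without the 3 arrays that stood apart and -0.451 without the 2 animals that died youngest, but -0.301 (SE 0.12) without the 3 youngest and -0.281 (SE 0.087) without NK603 replicates 4 and 5. Of 100 assignments of the ages within groups, the real one included, 7 gave 14 or more called clusters, with 5085 as the highest other, which points to a structure among the animals, and chance cannot be excluded. Red cell production in ill animals is a biological alternative that these data cannot test.

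NK603 replicates 2 and 3 stand apart, which could be a narrower range of signal or disease of the kidney. Their deviation fell with the mean level with a correlation of -0.391 in replicate 2, which could not tell, and -0.56 in replicate 3, which fits a narrower range. The kidney injury list of replicate 2 lay at percentile 100 of random lists matched on level and that of replicate 3 at 87.7. For replicate 2 this would have counted for injury but for the condition, added after the value was seen, that no other NK603 array deviates more, and replicate 7 deviated by 0.938 against 0.443. It is therefore left open for replicate 2. The value of replicate 3 (-0.0961) lay within the spread of its random lists (-0.514 to 0.0106), which the rule counted against injury. A narrower range of signal can shrink such deviations, and replicate 7 was among the arrays it was set against. This value therefore cannot decide on injury in replicate 3.

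Counts at the looser selection were also taken over 100 splits of the same arrays, the real one included. As many clusters arose in 13 of 100 for NK603 against control (real 421, highest other 760), 8 for NK603+R against control (513, highest other 886), 46 for NK603+R against NK603 (207, highest other 1034) and 28 for both diets (366, highest other 1461). Chance can therefore not be excluded for any of these counts. For NK603+R against NK603 and for both diets, other splits with several times the real count point to a structure among the arrays. The smallest adjusted p was as low as the real one in 1 of 100 for NK603 against control (real 0.13, lowest other 0.221). For NK603+R against control it was 22 (real 0.319), and for NK603+R against NK603 it was 2 (real 0.0745, lowest other 0.0682). No limit was set beforehand for this value in the pairs, and no cluster was called there.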

How the results depend on the processing

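The alternatives that leave out arrays or animals, and the plain t-test without NK603 replicates 2 and 3, were chosen after seeing the data, apart from leaving out each array in turn, which was planned like the other alternatives. Of 1321 values under alternatives for 100 pairs of a named gene and a comparison, 1255 stayed on their side of the threshold, 22 gained a call, 44 lost one and 0 reversed. These labels follow the call and not the size of the difference, and no gene of the pairwise comparisons had a call to lose or gained one. For the differences below the cause was not tested, except that one-symbol or brighter clusters alone are fewer clusters, which lowers counts at the looser selection by construction. Signal over background limits dim clusters, and only 21435 had a mean of at least 5.

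At the looser selection, one-symbol clusters alone gave 202 for NK603 against control, 245 for NK603+R against control, 108 for NK603+R against NK603, 166 for both diets (2 called) and 384 for age. Brighter clusters gave 460 for age and 1 call for NK603+R against NK603. A fit of all groups gave 233 for NK603+R against control and 374 for NK603+R against NK603. With age as a covariate the counts were 983 for NK603 (2 called) and 613 for NK603+R against NK603, and both diets had 0 calls. Animals of at least 700 days gave 1042 for NK603 (1 called), 651 for NK603+R against NK603 and 0 calls for both diets. Array weights gave 725 for NK603, 349 for NK603+R against NK603 (1 called), 921 for both diets (2 called) and 34 calls for age. Without the 3 arrays that stood apart there were 744 for NK603, 883 and 0 calls for both diets and 8 calls for age. Without these and control replicate 10 there were 757 for NK603, 834 and 0 calls for both diets and 31 calls for age. The plain t-test without NK603 replicates 2 and 3 gave 797.

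Age split at 700 days gave 1 call, and no group covariate gave 291 at the looser selection. Without the 2 animals that died youngest 2 clusters were called, without the 3 youngest 0 (427 at the looser selection) and without NK603 replicates 4 and 5 0 (460). Lists called with the preset correlation numbered 4 for NK603, 11 for NK603+R, 8 for NK603+R against NK603, 5 for both diets and 20 for age. Which lists these were changed without control replicate 10. For NK603 the fibrosis (preset adjusted p = 0.0436), oxidative phosphorylation (0.0148), macrophage (0.0205) and erythroid (0.0399) lists were then called, and adipocytes (0.131) were not. For NK603+R the distal tubule list was gained (0.0198), and most other calls were lost. For age 0 lists were called against the expressed background (erythroid adjusted p = 0.0592), 2 without the 3 arrays (p53 and erythroid, adjusted p = 0.0352), 2 without 4 arrays, 1 without control replicate 10 (erythroid, adjusted p = 0.00446), 0 without the 3 youngest and 0 without NK603 replicates 4 and 5. The share of variance with age regressed out was 9.22%. At an unadjusted p of 0.05, 197 clusters were higher and 241 lower in both comparisons, against simulated medians of 110.5 and 111.5. The spread of the simulations at this limit was not computed, so these counts cannot be judged against chance. Without the 3 arrays that stood apart 33 and 94 were shared at the looser selection.

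Leaving out each array in turn gave 0 to 2 calls and 312 to 605 at the looser selection for NK603, 0 to 0 and 452 to 617 for NK603+R, 0 to 1 and 154 to 310 for NK603+R against NK603, 0 to 3 and 285 to 558 for both diets and 0 to 29 and 475 to 1025 for age.

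With the replicate number as a replicate block both diets had 0 calls, with Cps1 at -1.35 (limma adjusted p = 0.537). The looser selection held 325 for NK603, 397 for NK603+R, 188 for NK603+R against NK603 and 315 for both diets. Arrays with the same number correlated between -0.157 and 0.177. Each array was also set against all arrays of the other groups, and only 3 of the 28 correlated best with their own number. The number was therefore taken as a label alone.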

Other observations

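Collecting duct genes had negative age slopes for 14 of 17 members (mean -0.08, preset adjusted p = 0.000176, adjusted p = 0.243 with an estimated correlation), and genes of dipeptide and branched-chain amino acid metabolism for 20 of 23 (preset adjusted p = 1.23e-06, adjusted p = 0.238 with an estimated correlation). Clock genes had negative slopes for 14 of 17, of which 3 were called adjusted over the list alone (preset adjusted p = 0.00134, adjusted p = 0.172 with an estimated correlation).

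The plain t-test without NK603 replicates 2 and 3, chosen only after the counts were seen, gave 3176 clusters at an unadjusted p of 0.05 and 838 at 0.01 for NK603 against control, the latter with a highest adjusted p of 0.435. The counts without these arrays coincide with those quoted from the study above, and the highest adjusted p is close to its value. At still smaller limits the same test gave 127 and 14 clusters, again equal to the study's NK603 kidney counts. For NK603+R against control the plain t-test with all animals gave 2337 and 543, which also equal the quoted counts. With all 9 animals the counts were 2253 and 520, the latter with a highest adjusted p of 0.704. The count at the smaller limit with all animals is lower than the value quoted from the study above, and the highest adjusted p is higher. Whether those arrays were left out there is not given in the sources used here.

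From the labels, NK603+R animals died at 685 ± 69.7 days. That mean is higher and its SD smaller than the values quoted from the study above, and which animals or ages differ is not given in the sources used here. The age tests and the age covariate rest on the labels.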
